# Identification of Highly Conserved Putative Developmental Enhancers Bound by SOX3 in Neural Progenitors Using ChIP-Seq

**DOI:** 10.1371/journal.pone.0113361

**Published:** 2014-11-19

**Authors:** Dale McAninch, Paul Thomas

## Abstract

The transcription factor SOX3 is expressed within most neural progenitor (NP) cells of the vertebrate central nervous system (CNS) and is essential for normal brain development in mice and humans. However, despite the widespread expression of *Sox3*, CNS defects in null mice are relatively mild due to functional redundancy with the other SOXB1 sub-group members Sox1 and Sox2. To further understand the molecular function of SOX3, we investigated the genome-wide binding profile of endogenous SOX3 in NP cells using ChIP-seq. SOX3 binding was identified at over 8,000 sites, most of which were intronic or intergeneic and were significantly associated with neurodevelopmental genes. The majority of binding sites were moderately or highly conserved (phastCons scores >0.1 and 0.5, respectively) and included the previously characterised, SOXB1-binding *Nestin* NP cell enhancer. Comparison of SOX3 and published ChIP-Seq data for the co-activator P300 in embryonic brain identified hundreds of highly conserved putative enhancer elements. In addition, we identified a subset of highly conserved putative enhancers for CNS development genes common to SOXB1 members in NP cells, all of which contained the SOX consensus motif (ACAAWR). Together these data implicate SOX3 in the direct regulation of hundreds of NP genes and provide molecular insight into the overlapping roles of SOXB1 proteins in CNS development.

## Introduction

The SOX (Sry-related HMG box) family of transcription factors (TFs) are expressed in most if not all developing tissues and have critical roles in stem/progenitor cell induction, maintenance and differentiation [1], [2] SOX proteins bind to the minor groove of DNA via an HMG box that has at least 50% identity to the founding member SRY and recognise variations of the core consensus sequence AACAAW (W = A or T) [2]–[4]. In vivo, SOX factor binding typically occurs in association with partner proteins, many of which belong to other major TF families including POU-Oct and zinc finger proteins [5].

Twenty SOX genes have been identified in mammals, which have been divided into groups based on their overall sequence homology. *Sox3*, *Sox2* and *Sox1* belong to the SOXB1 subgroup. These genes are expressed in neural progenitor (NP) cells throughout the vertebrate neuroaxis and are generally downregulated during NP differentiation [6]. In vitro and in vivo data indicate that SOX3 acts predominantly as a transcriptional activator, although there is also evidence supporting repressive activity [1], [7], [8]. Enforced expression of SOX3 in neural progenitors (NP) actively represses their differentiation functioning at least in part to repress Notch signalling [9]. Recent data also suggests that SOX3 may function as a pioneer factor through binding to neuronal-specific genes, priming them for subsequent activation by SOX11 [1], [2]. Despite the widespread expression of *Sox3* in the developing CNS, *Sox3* null mice exhibit relatively mild neurodevelopmental defects, which are restricted to the hypothalamic-pituitary axis, the corpus callosum and the hippocampus [10], [11]. CNS deletion of the other SoxB1 genes is also relatively mild [12], [13]. Together, these data, coupled with overexpression analysis, indicate that SOXB1 proteins functionally interchangeable. This is supported by the recent observation that SOX3 binds to 96% of the known SOX2 binding sites within NP cells [2].

The development of ChIP-seq technology in recent years has provided invaluable insight into TF biology [14]–[16]. These data have highlighted the complexity of transcription factor activity by demonstrating TFs can have tens of thousands of binding sites within a single cell population. While it has been known for many years that TFs can act over long distances, a recent RNAPII ChIP-PET study has added to this complexity by providing further evidence for transcription factor mediated interchromsomal interactions [17]. Many TF binding sites are found at enhancers, promoting gene expression through the recruitment of TFs, cofactors (such as CBP/P300) and RNA Polymerase II (RNAPII) while looping DNA to the target promoter [18]. The ENCODE project has identified ∼400,000 putative enhancer regions in human cell lines based on genomic traits including chromatin methylation and acetylation status, evolutionary conservation and TF binding motifs [19]. Given the human and mouse genomes are in the same order of magnitude, it seems likely that there are a similar number of enhancers. By combining existing data for enhancer regions with TF binding site locations identified using ChIP-seq, we can identify putative enhancers for transcription factors such as SOX3, and begin to understand the functional significance of the vast expanses of non-coding genomic regions.

Identifying SOX3 binding sites and enhancers is crucial for complete understanding of the role of SOXB1 proteins in neural development. Here we present a genome-wide analysis of SOX3 binding in NP cells using ChIP-Seq. Through integration of this data with additional existing datasets we provide evidence that SOX3 and its SOXB1 partners activate hundreds of neurodevelopmental genes through binding to evolutionarily conserved sequences located principally within intergeneic regions. We also identify a putative multi-gene transcriptional hub, implicating SOX3 in interchromosal transcriptional regulation.

## Results

### Identification of SOX3 binding sites in Neural Progenitor cells

To identify genomic binding sites of endogenous SOX3 protein, we performed ChIP-Seq analysis of NP cells generated from embryonic stem cells by N2B27 neuroinduction [20]. 

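R1 cells, a mouse embryonic stem cell line, were cultured for 4 days in N2B27, a serum-free medium in which they become NP cells, and SOX3-bound chromatin was immunoprecipitated from 3 independent samples (replicates 1, 2 and 3) and sequenced. The authors aligned the reads to the mouse genome (mm9) with Bowtie and called the peaks of each replicate separately with MACS, using an input sample without SOX3 antibody as background and a p-value threshold of 1e-05. The deposited lists give the position and the score of every peak called in 1 replicate, before any comparison between replicates. The score is 10 times the negative log10 of the MACS p-value, so that the threshold corresponds to a score of 50, which was the lowest score in each list. It depends on the depth of the library, and scores were compared within a list or by rank. Replicate 1 had 18816 peaks with a median width of 228 bp and a median score of 77.4. Replicate 2 had 8096 peaks with a median width of 258 bp and a median score of 82.3. Replicate 3 had 40543 peaks with a median width of 182 bp and a median score of 63.6. The lists hold no read counts, so the depth of the libraries is unknown, and the reads of the input sample were not analysed here. In the reference genome, 23.1% of the peaks of replicate 1, 27.5% of replicate 2 and 29.2% of replicate 3 were mostly multi-copy, meaning that more than 50% of their 50-base sequences occur in more than 1 place. Among overlapping pairs of peaks, 34.5% of the 7815 pairs from replicates 2 and 3 began at the same base, against 0.922% of the 5637 pairs from replicates 1 and 2 and 1.63% of the 8269 pairs from replicates 1 and 3. A common site was defined as a stretch of at least 1 bp covered by a peak of each of the 3 replicates, and positions are given on mm9, counted from 1.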

We have shown previously that these NP cells exhibit robust SOX3 expression [21] and that the SOX3 antibody used for ChIP has specific activity in immunohistochemistry [6] and Western blot analyses [22]. A total of 8067 common binding sites were identified across three independent samples (Figure 1A; Table S1). 

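Across the 3 replicates, 5537 common sites were found, with a median width of 260 bp and a range from 1 to 9480 bp. They held 5461 peaks of replicate 1 (29.0%), 5422 peaks of replicate 2 (67.0%) and 5398 peaks of replicate 3 (13.3%). Of the peaks of replicate 2, 7799 (96.3%) overlapped a peak of replicate 3 and 5525 (68.2%) a peak of replicate 1. Of the peaks of replicate 3, 8067 (19.9%) overlapped a peak of replicate 1 and 7771 (19.2%) a peak of replicate 2. Merging all overlapping peaks gave 51271 regions, of which 5358 held peaks of each replicate, 2538 of replicates 1 and 3 without replicate 2, and 2353 of replicates 2 and 3 without replicate 1. Among the alternatives tried, a stricter threshold moved the number of common sites most, to 2719 when each peak needed a p-value of 1e-10 or less. Without replicate 2, 8269 sites were common to the other replicates.

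**Figure D1:**
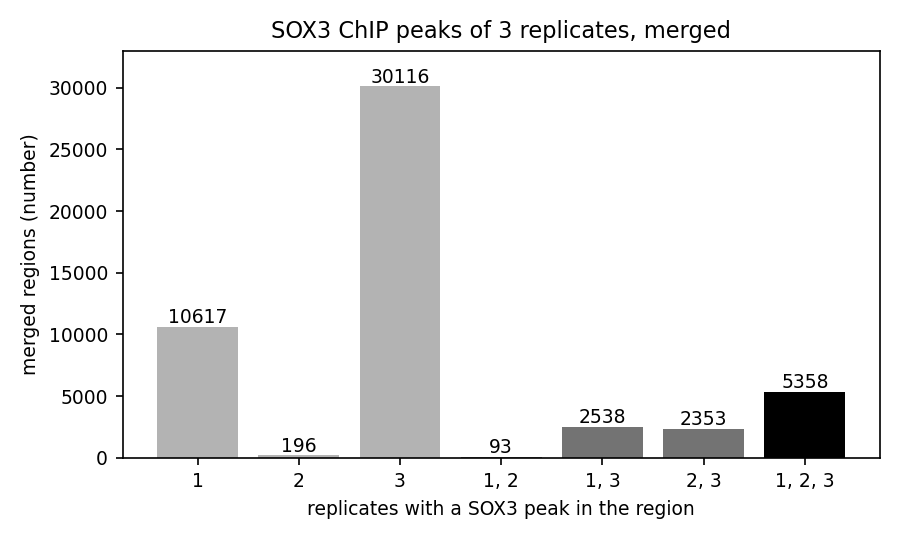
Number of merged regions (y axis) by the replicates with a SOX3 peak in the region (x axis). Bars reach 30116 regions for replicate 3 alone, 10617 for replicate 1 alone and 196 for replicate 2 alone, and 5358 regions held peaks of each replicate.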

ChIP-Seq data was validated using ChIP-qPCR on independently generated samples, with all but one of the SOX3 binding sites (SBS) tested showing enrichment (Figure 1B). A *de novo* analysis of the full set of ChIP peaks was performed to identify enriched DNA motifs. 

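Exact words were counted on either strand in each common site and in windows of the same width 2000 bp to each side of it. ACAAWR, the core of the SOX consensus (W is A or T, R is A or G), was present in 4121 of 5536 common sites without unknown bases, or 74.4% (95% Wilson confidence interval 73.3 to 75.6%), and in 57.2% of the flanking windows (56.3 to 58.2%). AACAAW, another form of the core, was present in 53.02% of the sites (51.7 to 54.3%) and in 40.5% of the flanking windows (39.6 to 41.4%). GACAAW was present in 38.5% of the sites (37.3 to 39.8%) and in 24.6% of the flanking windows (23.8 to 25.4%). For each of these words, the difference from the flanking windows was larger than the confidence intervals, which cover counting error only. With peaks of a p-value of 1e-10 or less, the alternative that moved it most, the share of sites with AACAAW was 63.5%. AACAAW was less frequent in the 888 common sites that were mostly multi-copy in the genome, with 20.5% of 200 bp windows against 53.8% in the other 4649 sites. The flanking windows held it in 31.7% and 32.9% of cases, so in the mostly multi-copy sites it was less frequent than in their flanks.

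**Figure D2:**
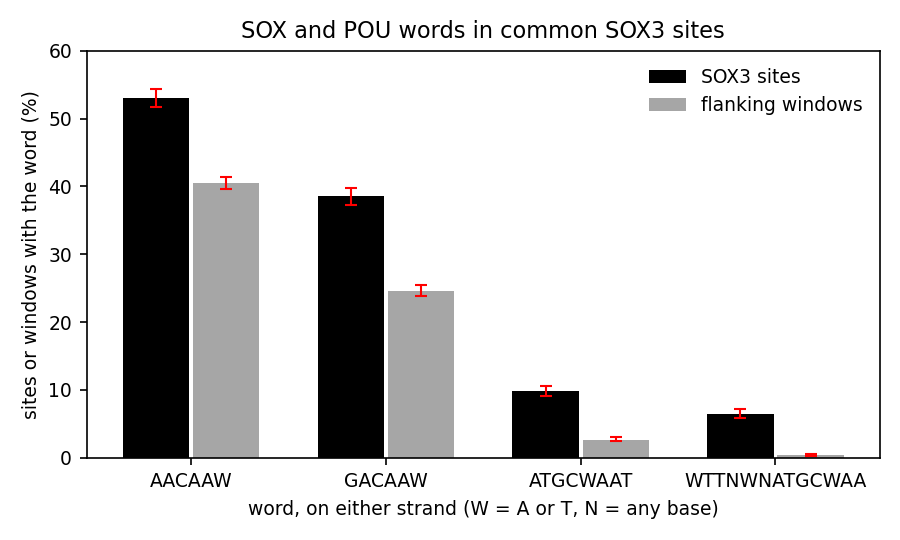
Share of the 5536 common sites (black) and of the flanking windows (grey) that hold each word at least once (y axis, percent), for 4 words on either strand (x axis; W is A or T, N is any base). Red bars are 95% Wilson confidence intervals, and each word is more frequent in the sites than in the flanking windows.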

Comparison with the JASPAR database [23] confirmed that the most common motif was a SOX binding motif (Figure 1C) (with at least one occurrence within >70% of peaks, p-value less than 10^−6^, and an expected background occurrence of 39%), which was similar to the motif identified in a recently published SOX3 ChIP dataset [2]. 

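The POU octamer ATGCWAAT was present in 9.84% of the common sites (95% Wilson confidence interval 9.09 to 10.7%) and in 2.69% of the flanking windows (2.41 to 3.01%). A word that joins a SOX half-site to a POU site, WTTNWNATGCWAA, was present in 358 sites, or 6.47% (5.85 to 7.15%), and in 0.407% of the flanking windows (0.304 to 0.544%). The ratio of sites to flanking windows was 15.9 for this word, 3.66 for the octamer and 1.31 for AACAAW. An exact word allows fewer bases at each position than a motif with weights, so its share is not the share of a motif search.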

The second most common motif features paired SOX/POU binding sites separated by a single nucleotide (Figure 1C) (with at least one occurrence within >40% of peaks). Motifs for other neural TF classes, such as the *Zic, Klf* and *Engrailed* families, were also enriched within 1215, 979 and 647 peaks respectively (all with p-values less than 0.0001). Together, these data indicate successful immunoprecipitation of SOX3-associated chromatin.

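The peaks of one replicate were compared with those of another after shifting them along their chromosome, in 1000 circular shifts that kept the number, width and spacing of the peaks. Peaks of replicate 1 that overlapped replicate 2 numbered 5560, against a mean of 35.9 over the shifts. Replicate 3 overlapped 8101 peaks of replicate 1, against a mean of 158, and 7799 peaks of replicate 2, against a mean of 71.6. Peaks of replicate 2 that overlapped both other replicates numbered 5424, and no shift gave more than 4. Each of these numbers was above all shifts (one-sided permutation test, p = 0.001, the smallest value that 1000 shifts can give). Peaks in common sites had higher scores than the other peaks of the same list, with medians of 177 against 65.5 in replicate 1, 108 against 59.3 in replicate 2 and 188 against 60.7 in replicate 3. A randomly drawn common peak scored higher than a randomly drawn other peak with a probability of 0.844, 0.831 and 0.949 in replicates 1, 2 and 3. Across common sites, which are not independent replicates, Spearman's rank correlation of the scores was 0.667 between replicates 1 and 2, 0.646 between replicates 1 and 3 and 0.896 between replicates 2 and 3. The paper reads the qPCR enrichment of independent samples and the motifs in the peaks as a sign that SOX3-associated chromatin was immunoprecipitated.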

**Figure 1:**
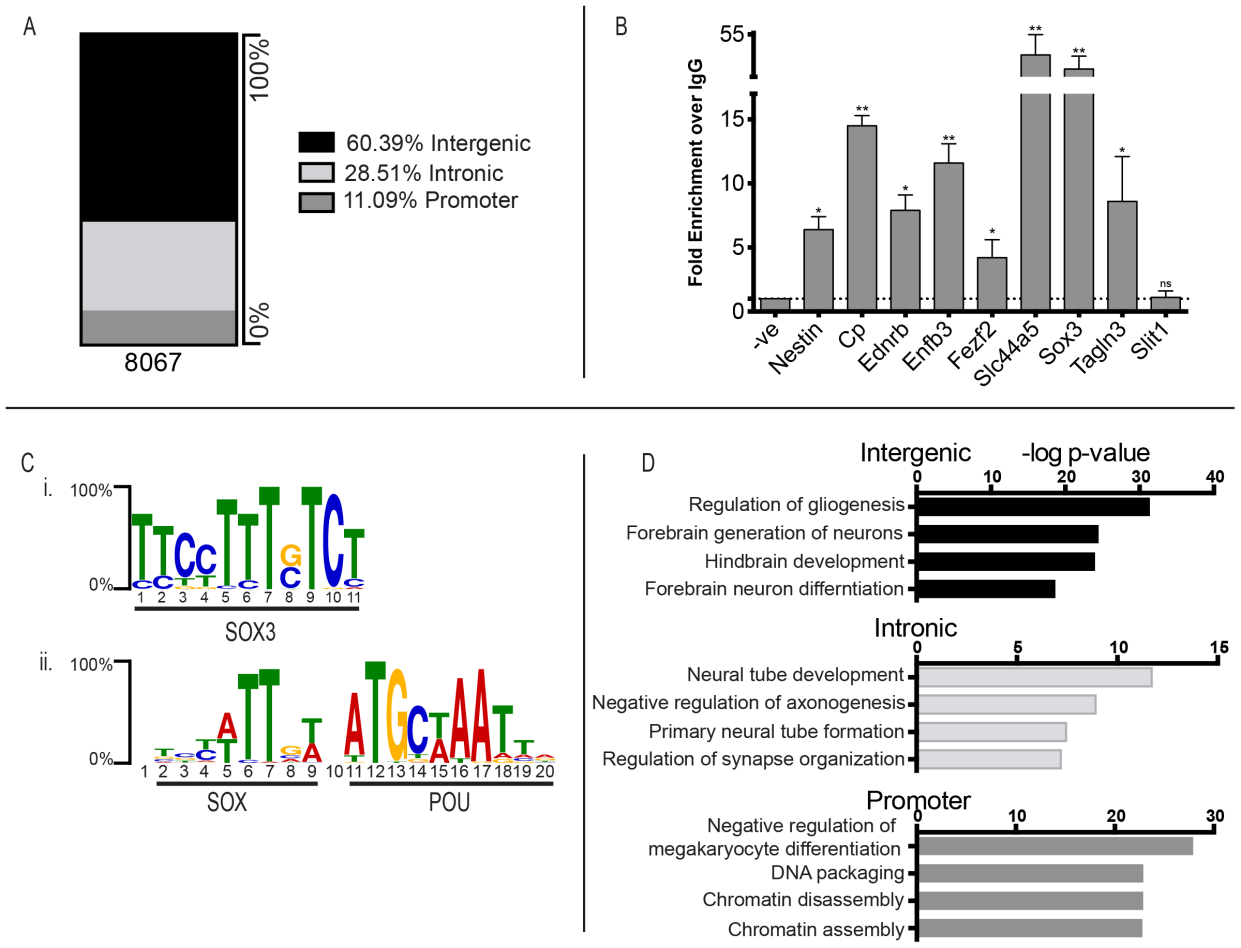
Overview of SOX3 ChIP-Seq data from mouse neural progenitor cells. (A) Genomic classification of SOX3 binding sites relative to nearest transcriptional start sites. (B) Validation of SOX3 ChIP by qPCR. Fold change is relative to both input DNA and IgG control values for the same genomic location. Error bars correspond to standard deviation of three independent sample replicates, P-values indicated as <0.05 (ns), >0.05 (*) and >0.001 (**). (C) Highest enriched DNA motifs identified by MEME-ChIP as i. a SOX motif and ii. a SOX-POU motif. (D) Enriched Gene Ontology terms associated with subsets of SOX3 ChIP peaks.

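Each common site was assigned to the protein-coding gene of the GENCODE vM1 annotation with the transcription start site closest to the middle of the site. The 5537 sites had 3705 unique nearest genes, which are 16.6% of the 22367 protein-coding genes annotated. With only peaks of a p-value of 1e-10 or less, the alternative that moved it most, the number was 2063 genes. The 8067 peaks of replicate 3 that overlapped replicate 1, a set chosen after its values were seen, had 5049 unique nearest genes (22.6%).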

Alignment of the peak sequences to the genome revealed that they were associated with 4636 unique nearest neighbouring genes (approximately 20% of genes from the mm9 genome [24]). 

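Common sites were placed by their middle, with a promoter taken as the 2000 bp to either side of the transcription start site of a protein-coding gene. By this rule, 2801 common sites were intergenic, or 50.6% (95% Wilson confidence interval 49.3 to 51.9%), and 1633 were intronic, or 29.5% (28.3 to 30.7%). A further 1024 sites, or 18.5% (17.5 to 19.5%), were at promoters, and 79 sites, or 1.43%, were in exons. A promoter within 5000 bp, the alternative that moved it most, gave a promoter share of 24.5%.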

The majority (60.5%) were located in intergenic regions, 28.5% were located within introns and the remaining 11% were located near the proximal promoter (Figure 1A). 

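Gli3, Pax6, Wnt8b, Smo and Wnt8a were each the nearest gene of at least 1 common site. Gli3 (ENSMUSG00000021318, chromosome 13 from 15555068 to 15821859) had 2 sites, both in introns. Pax6 (ENSMUSG00000027168, chromosome 2 from 105509053 to 105543317) had 4 sites, 2 of them intergenic and 2 at promoters, the closest with its middle 618.5 bp from a transcription start site. Wnt8b (ENSMUSG00000036961, chromosome 19 from 44567962 to 44588763) had 1 intergenic site, 21680 bp away. Smo (ENSMUSG00000001761, chromosome 6 from 29685694 to 29711365) had 1 site at its promoter and 1 intronic site. Wnt8a (ENSMUSG00000012282, chromosome 18 from 34701967 to 34707927) had 2 intergenic sites, the closest 8462 bp away. The enrichment of gene ontology terms was not analysed here.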

GO term analysis revealed that peaks located in intergenic regions were most significantly associated with genes involved in forebrain neuron development (including *Gli3*, *Pax6* and *Wnt8b*) and hindbrain development (including *Hoxa1, Smo* and *Wnt8a*) (Figure 1D; Table S2). 

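Shroom3 (ENSMUSG00000029381, chromosome 5 from 93112461 to 93394344) was the nearest gene of 2 common sites, both within 2000 bp of an annotated start, the closest at 135.5 bp. Zeb2 (ENSMUSG00000026872, chromosome 2 from 44839154 to 44972915) was the nearest gene of 3 common sites, of which 1 was at the promoter and 2 were intergenic. Wnt3 (ENSMUSG00000000125, chromosome 11 from 103635464 to 103679271) was the nearest gene of 1 common site, which lay outside the gene, 66926 bp from its start and in an intron of another gene. Among the peaks of replicate 3 that overlapped replicate 1 without regard to replicate 2, intronic sites numbered 1 for Shroom3 and 2 for Zeb2.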

Peaks located within intronic regions were highly associated with neural tube development and formation (such as *Shroom3*, *Wnt3* and *Zeb2*). In contrast, peaks located at promoters were significantly associated with genes involved in chromatin modification (including a range of Histone 1, 2 and 4 variants and *Rbbp4*) (Figure 1D; Table S2).

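A common site lay within 2000 bp of a transcription start site for 63 of the 67 annotated histone genes of clusters 1 to 4 (94.0%) and for 942 of the other 22300 protein-coding genes (4.22%; Fisher's exact test, two-sided, p = 1.253e-80). These genes lie in clusters, so they are not independent of one another. Without replicate 2, the numbers were 63 of the 67 histone genes and 1591 of the other genes (7.13%), and with peaks of a p-value of 1e-10 or less they were 56 and 358 (1.61%). Of the 80 common sites near histone gene starts, 41 were mostly multi-copy in the genome. With multi-copy peaks left out, a choice made after the data were seen, 28 of the 67 histone genes (41.8%) had such a site, against 3.78% of the other genes (Fisher's exact test, two-sided, p = 3.076e-22). Rbbp4 (ENSMUSG00000057236, chromosome 4 from 128984344 to 129012614) had 1 common site, with its middle 4 bp from a transcription start site.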

### Conservation of SOX3 binding sites

To assess the evolutionary conservation of each peak, we calculated the average phastCons score from data generated from 30 placental mammals provided from the UCSC database. Scores range from 0 to 1 where a value greater than 0.1 shows some conservation between placental mammals, while a value greater than 0.5 is considered highly conserved [25]. The majority (more than 56%) of peaks showed had an average score above 0.1, while more than 20% of peaks exhibited a high level of conservation with a value greater than 0.5 (Figure 2A). When peaks were sorted by genomic location those located in intronic or intergenic regions showed similar levels of conservation (more than 50% above 0.1), while more than 70% of peak located at promoters scored above 0.1. All three locations had a similar percentage of highly conserved peaks scoring more than 0.5 (approximately 20% each). For example, the SOX3 peak within intron 2 of *Dbx1*, a known target of SOX3 [21] has a conservation score of 0.97 and is located within a region of high conservation (Figure 2B). 

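Dbx1 (ENSMUSG00000030507) lies on chromosome 7 from 56886869 to 56892219 on the minus strand. A peak was present in each replicate within its intron 2, which runs from 56889062 to 56890996. The peak of replicate 3 ran from 56889726 to 56889913 and had a score of 78.1, the 68.9th percentile of its list. In replicate 1 the score was 59.03, the 27.5th percentile, and in replicate 2 it was 51.3, the 4.68th percentile, near the lowest score in the list. The middle of the replicate 3 peak lay 2399 bp from the transcription start site. Its 188 bp of reference sequence on the plus strand are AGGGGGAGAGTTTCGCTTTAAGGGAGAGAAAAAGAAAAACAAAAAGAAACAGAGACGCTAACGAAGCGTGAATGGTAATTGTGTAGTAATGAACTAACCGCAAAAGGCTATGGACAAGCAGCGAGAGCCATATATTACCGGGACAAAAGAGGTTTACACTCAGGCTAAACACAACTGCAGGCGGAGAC. The SOX word AACAAA lies at 56889763 to 56889768 and GACAAA at 56889867 to 56889872.

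**Figure D3:**
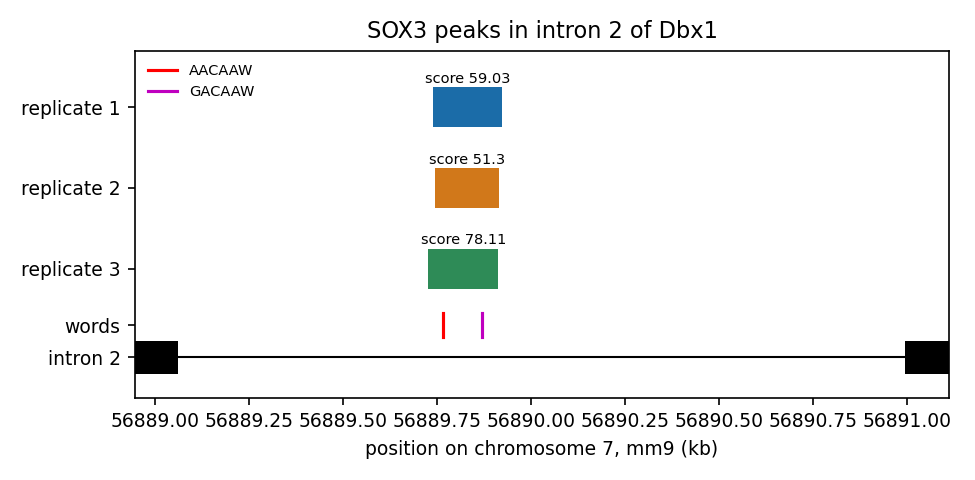
SOX3 peaks of the 3 replicates (colored boxes, with their scores) along chromosome 7 of mm9 (x axis, kb), with the SOX words and intron 2 of Dbx1 between the black ends of its neighboring exons. The peaks lie in the middle of the intron, with scores of 59.03, 51.3 and 78.11.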

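Nes, the gene that encodes Nestin (ENSMUSG00000004891), lies on the plus strand of chromosome 3 and ends at 87784373. Its intron 2, from 87777039 to 87778723, held a peak in each replicate, and the peak of replicate 3 ran from 87778193 to 87778594 with its middle 3343 bp from the transcription start site. The scores were 953 in replicate 1, 587 in replicate 2 and 1027 in replicate 3, which are the 99.0th, 98.1st and 99.5th percentiles of their lists. The 402 bp of reference sequence under the replicate 3 peak, on the plus strand, are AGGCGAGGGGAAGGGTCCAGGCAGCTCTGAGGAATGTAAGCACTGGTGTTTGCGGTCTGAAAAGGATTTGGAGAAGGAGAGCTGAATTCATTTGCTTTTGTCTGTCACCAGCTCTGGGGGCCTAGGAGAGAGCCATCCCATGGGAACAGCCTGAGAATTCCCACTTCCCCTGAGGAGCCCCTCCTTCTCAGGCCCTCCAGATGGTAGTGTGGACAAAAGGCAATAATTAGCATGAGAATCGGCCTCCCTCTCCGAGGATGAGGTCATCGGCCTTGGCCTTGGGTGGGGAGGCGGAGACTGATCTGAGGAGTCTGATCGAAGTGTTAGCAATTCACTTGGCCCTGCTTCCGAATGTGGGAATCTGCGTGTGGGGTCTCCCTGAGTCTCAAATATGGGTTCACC. No AACAAW word was present. GACAAW was present at 87778289 to 87778294, on the minus strand, and at 87778404 to 87778409, followed by the POU octamer ATTAGCAT at 87778418 to 87778425.

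**Figure D4:**
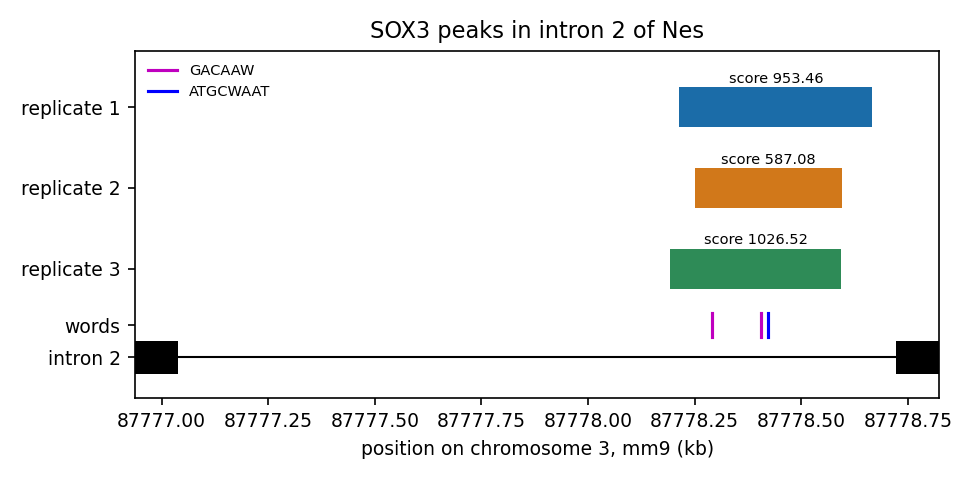
SOX3 peaks of the 3 replicates (colored boxes, with their scores) along chromosome 3 of mm9 (x axis, kb), with the SOX and POU words and intron 2 of Nes between the black ends of its neighboring exons. The peaks lie near the 3′ end of the intron, with scores of 953.46, 587.08 and 1026.52.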

The SOX3 peak within intron 2 of *Nestin*, a well-characterised enhancer shown to bind SOXB1 proteins [26], has an average phastCons score of 0.51 where half the peak is highly conserved while the remaining half is not (Figure 2C).

**Figure 2:**
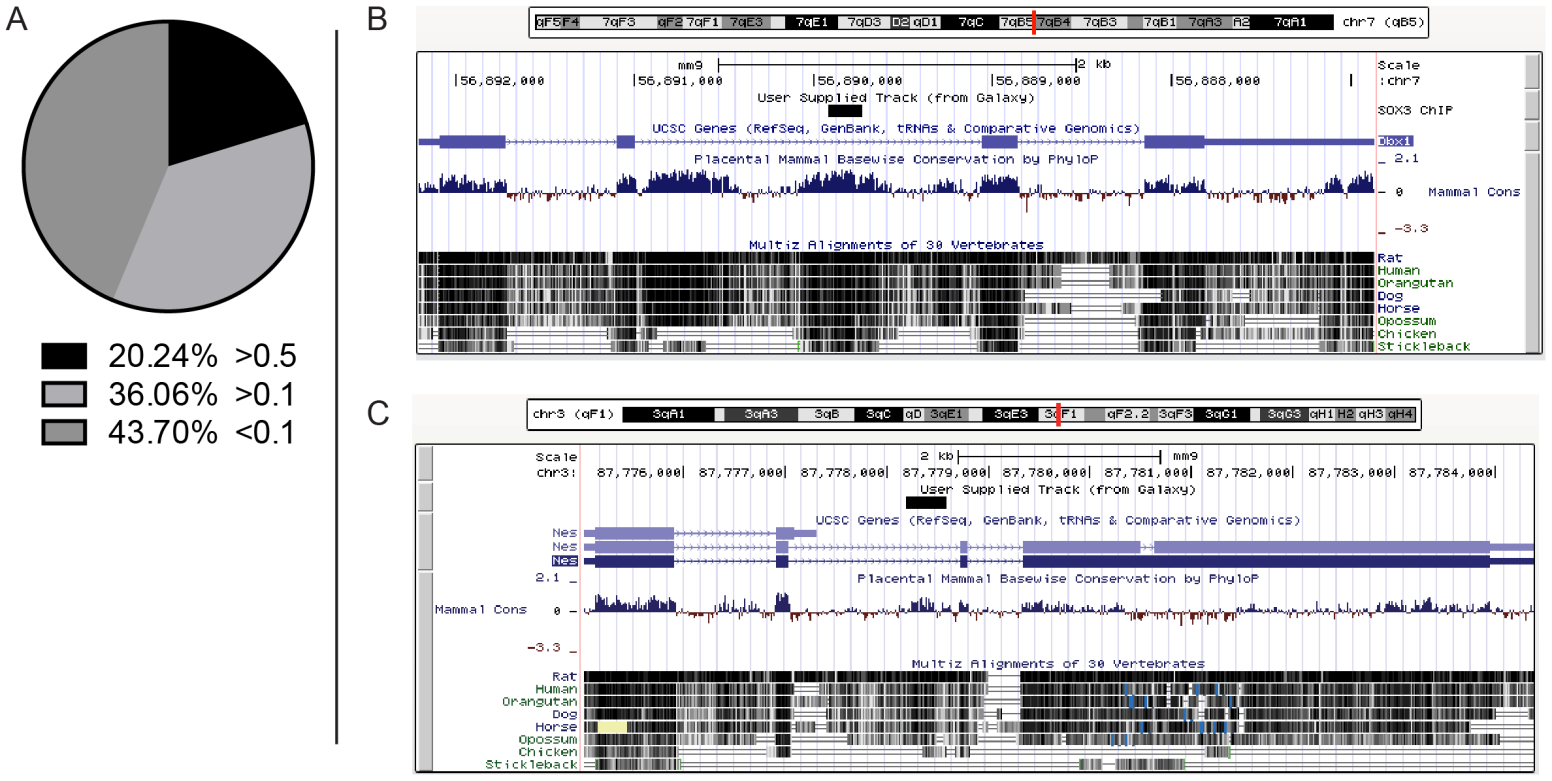
Evolutionary conservation of SOX3 bound regions. (A) The average phastCons score of each SOX3 bound peak showing 20% of peaks are highly conserved across 30 placental mammals. (B) A highly conserved peak within the second intron of *Dbx1* giving the highest conservation score of 0.97 (compared to all peaks). (C) A peak within the second intron of the neural gene *Nestin*, with an average phastCons score of 0.51.

### Identification of putative neural enhancers that bind SOX3

To identify possible enhancers bound by SOX3 in NP cells, we overlayed our ChIP-Seq dataset with ChIP-Seq data for the coactivator protein P300 generated from 11.5 dpc embryonic mouse forebrain and midbrain [27]. Peaks were classified as overlapping if the midpoints of each peak were within 300 bp. This comparison revealed that SOX3 bound to approximately 20% and 29% of P300 enhancer regions in the forebrain and midbrain, respectively (Figure 3A, B). Although relatively small, the overlap between these datasets is highly significant, with p-values less than 10^−5^. In contrast, comparison of SOX3 ChIP-seq data with P300 sites from the 11.5 dpc mouse limb bud revealed less that 5% overlap (a non-significant overlap, P<0.6) (Figure 3C). Interestingly, greater than 85% of the common peaks in fore- and midbrain samples had conservation scores above 0.1 while 32% and 41% of fore- and midbrain samples, respectively, were highly conserved (>0.50; Figure 3D, E).

**Figure 3:**
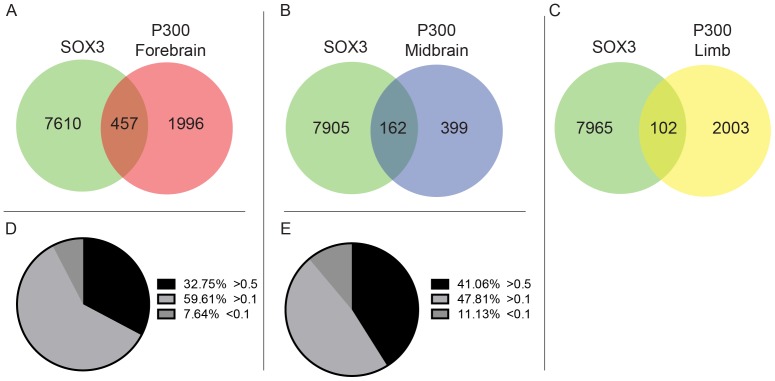
SOX3 binding sites at enhancer regions. The overlap of SOX3 peaks with P300 binding sites identified from 11.5 dpc mouse; forebrain (A), midbrain (B), and limb (C), showing a high degree of overlap in the developing brain and not within the limb. Average phastCons score of the common peaks between SOX3 and P300 forebrain (D) and midbrain (E) binding sites.

### Identification of conserved SOXB1 binding sites

Given the overlapping expression and functional redundancy of *Sox1*, *Sox2* and *Sox3*, we next attempted to identify common binding sites for SOXB1 proteins in the developing CNS. Comparison of our SOX3 ChIP-Seq dataset to existing ChIP-Seq data for SOX2 and SOX3 generated from a similar NP cell type [2] revealed 648 binding sites that were common to all three datasets (Figure 4A). Strikingly, MEME-ChIP analysis identified two variants of the SOX consensus motif, one of which is common to all 648 peaks (Figure 4B i), and the second present within 285 peaks (Figure 4B ii). 50% of these peaks showed high conservation, with phastCons scores greater than 0.5, while more than 80% have a score of more than 0.1 (Figure 4C).

**Figure 4:**
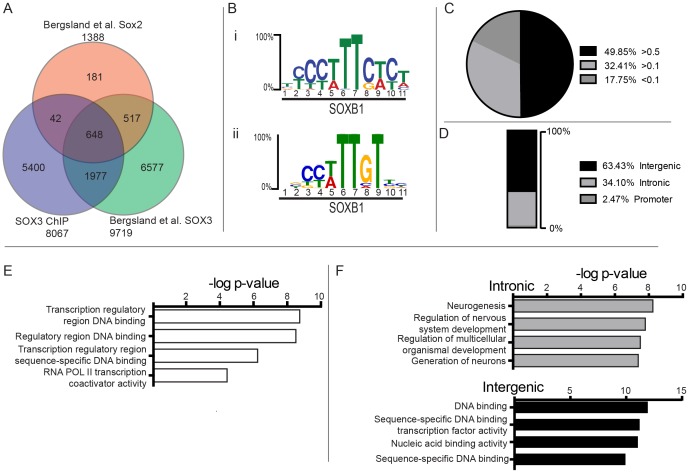
Identification of common SOXB1 regulatory regions. (A) Overlap of this SOX3 ChIP-seq dataset with previously published SOX2 and SOX3 datasets from similar NPCs (2). (B) SOX motif identified with MEME-ChIP present in (i) all 648 SOXB1 common peaks and (ii) 295 peaks. (C) Average phastCons scores for the 648 SOXB1 peaks, showing more than 80% of peaks are either moderately (32%) or highly (42%) conserved. (D) Genomic localisation of the common SOXB1 peaks. Enriched Gene Ontology terms for (E) all 648 SOXB1 peaks and (F) both intronic and intergenic peaks.

Only 2.5% of the SOXB1 binding sites were located in promoter regions, whereas 34% were located within introns and the remaining 63.5% were located within intergenic regions (Figure 4D). GO term enrichment for the 648 SOXB1 peaks indicated that transcription factors were the most common genes regulated by these binding sites (Figure 4E). Intronic sites tend to regulate genes involved in neurogenesis (such as *Fezf2, Robo1*, and *Slit1*) while intergenic sites bind near transcription factors (such as *Irx*, *Nkx*, and *SOX* family members; Figure 4F). Together, these data define a core set of SOXB1 target sites that appear to have evolutionally conserved roles in NP cells.

### Identification of SOX3 binding sites in SOX3 target genes

Although SOXB1 proteins have highly overlapping functions, comparison of genome-wide expression profiles of WT and *Sox3* null NP cells has identified a set of 19 genes with significantly different expression levels, suggesting that a small subset of SOXB1 targets are particularly sensitive to the loss of SOX3 [21]. To investigate whether these genes are direct SOX3 targets, we examined our ChIP-Seq data for binding sites with their intronic and flanking sequences. Thirteen of the 19 differentially expressed genes (68%, with an expected random frequency of 24%, and a p value of less than 0.0001) featured at least one ChIP peak (Table 1), two of which were located at promoters, nine within introns and the remaining seven within intergenic regions. Together, these data suggest that small subset of SOX3 direct target genes require SOX3 (and not other SOXB1 members) for normal expression.

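All 19 sites of Table 1 are among the 8067 replicate 3 peaks that overlap replicate 1. A peak in replicates 1 and 3 was thus fixed for each of them and is no separate result. Of the 19 sites, 11 had a peak in replicate 2. Of the 13 genes, 10 had at least 1 site with a peak in every replicate. Slc44a5, Flrt2 and Ednrb had none, because their 5 sites had no peak in replicate 2. The other 3 sites without one were 1 of the sites each of Cpv1, Cspg5 and Slit1. The scores at the 19 sites ranged from 50.9 to 486 in replicate 1 (median 139), from 51.3 to 357 in replicate 2 (median 121) and from 50.1 to 522 in replicate 3 (median 113). The lowest were at the Slit1 site from 41745439 to 41745636 on chromosome 19, with 50.9 in replicate 1 and 50.1 in replicate 3. The Cspg5 site from 110154884 to 110154975 on chromosome 9 was multi-copy along 100% of its length. By the annotation used here, 2 of the 19 sites were at promoters, 9 in introns and 8 intergenic, and 13 held AACAAW. Table 1 assigns sites by the introns and flanking sequences of each gene, so the test here counted nearest genes for both the Table 1 genes and all genes. Of the 19 differentially expressed genes, 9 of those in Table 1 were the nearest gene of a common site, with 3.15 expected from the share of all genes (one-sided exact binomial test, p = 0.00175, a test chosen after the data were seen). Without the requirement of a replicate 2 peak, 10 of 19 compare with 4.29 expected (p = 0.00413 from the same exact test). The genes that are not in Table 1 are not named in the paper and were counted as without a site.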

**Table 1:** Differentially expressed genes from *Sox3* null NPCs with nearby SOX3 ChIP binding sites.

Gene	Fold Change	RefSeq ID	Peak Coordinates	Location
*Tmem163*	−1.45	NM_028135	chr1:129472320-129472556	Intron
*Slc44a5*	1.44	NM_001081263	chr3:153836591-153836875	Intron
*Fgfr3*	1.65	NM_008010	chr5:34047895-34048514	Intergenic
*Cpv1*	1.41	NM_025817	chr6:53860009-53860356	Intron
			chr6:53984529-53984835	Intergenic
*Dbx1*	−2.35	NM_001005232	chr7:56889725-56889913	Intron
*Gpr56*	1.56	NM_018882	chr8:97524576-97524923	Intron
*Cspg5*	1.49	NM_013884	chr9:110154883-110154975	Intron
			chr9:110183673-110183904	Intergenic
*Ctgf*	1.45	NM_010217	chr10:24310458-24310740	Promoter
*Flrt2*	1.46	NM_201518	chr12:95662522-95662885	Intergenic
*Ednrb*	1.53	NM_007904	chr14:104243418-104243673	Promoter
			chr14:104298351-104298531	Intergenic
			chr14:104298536-104298789	Intergenic
*Tagln3*	1.54	NM_019754	chr16:45724870-45725203	Promoter
*Slit1*	1.87	NM_015748	chr19:41745438-41745636	Intron
			chr19:41773461-41773782	Intron
			chr19:41790683-41791049	Intron
*Sox3*	−4.10	NM_009237	chrX:57972960-57973254	Intergenic

### SOX3 interaction with an interchromosomal transcriptional network

A recent study has published a dataset for chromatin interaction analysis with paired end tagging (ChIA-Pet) of RNA polymerase II in neural stem cells [17]. They identified more than 5,000 putative enhancers linked to the promoter of genes on different chromosomes (interchromosomal interactions), as well as more than 10,000 enhancers linked to distant genes on the same chromosome. We sought to identify whether SOX3 could be linked to any of these putative inter- or intra- chromosomal enhancers identified from a neural stem cell population. From the 8067 SOX3 peaks identified, 97 overlapped with potential long-range enhancers (a significant overlap, P<0.001, with an expected overlap of 34 by chance) that can be linked to 304 and 246 inter- and intrachromosomal promoters, respectively. For example, SOX3 binds an intronic enhancer within *Tex14* (Figure 5) that can be linked to 263 different promoters and enhancers. This putative enhancer has a phastCons score of 0.12, moderate evolutionary conservation, and features a single SOX binding site. These data suggest that SOX3 may be involved in complex, long-range gene regulation.

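Tex14 (ENSMUSG00000010342) lies on chromosome 11 from 87218567 to 87369325, and 6 sites listed for it in Table S1 had a peak in each replicate. They run from 87236280 to 87236951, from 87240094 to 87241223, from 87256377 to 87257322, from 87261864 to 87262811, from 87275463 to 87276315 and from 87284440 to 87285335. Their scores ranged from 1194 to 2792 in replicate 1, from 975 to 2193 in replicate 2 and from 1905 to 3100 in replicate 3, all at or above the 99.4th percentile of the list. A score of 3100 is a cap that several replicate 3 peaks share, so it does not rank them. The highest score in the replicate 3 list was 3162. The site from 87240094 lay 434 bp from an annotated transcription start site and the other 5 in introns. Each site contains an annotated small RNA gene, a U1 snRNA gene in 2 sites and a U3 snoRNA gene in 4. By comparison, 57 of the 5537 common sites (1.03%) contain an snRNA or snoRNA gene. The share of 50-base sequences that occur in more than 1 place of the genome ranged from 13.7 to 64.5% in the replicate 3 peaks. AACAAW was present in 5 of the 6 sites. For 10 other genes drawn by name in Fig. 5 or named in the text, which are not all the genes the paper names, the part of Table S1 in hand lists 39 sites, 30 of them with a peak in every replicate. The scores at these sites ranged from 50.8 to 3007 in replicate 1, from 51.7 to 2335 in replicate 2 and from 53.9 to the cap of 3100 in replicate 3.

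**Figure D5:**
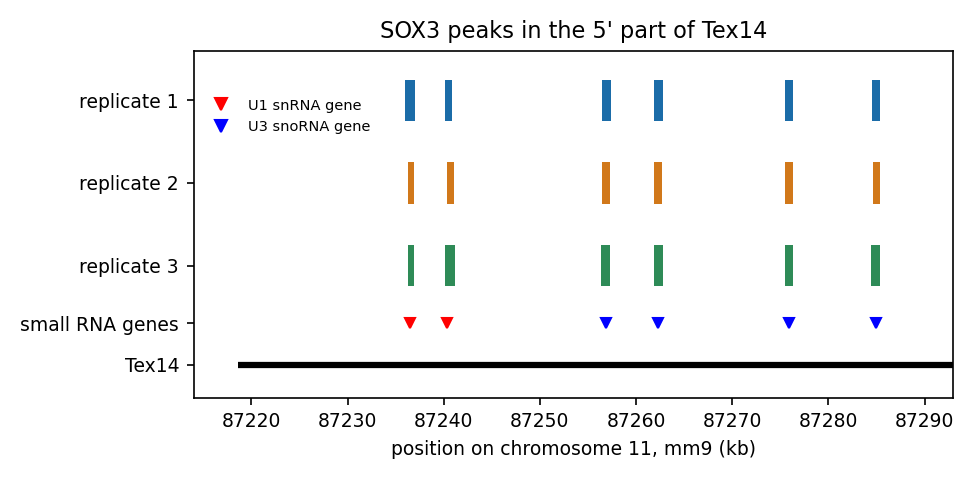
SOX3 peaks of the 3 replicates (colored boxes, the highest-scoring one at each site) along the 5′ part of Tex14 on chromosome 11 of mm9 (x axis, kb), with annotated U1 snRNA genes (red) and U3 snoRNA genes (blue). The peaks of each replicate lie at the same 6 places, each over 1 of the small RNA genes.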

**Figure 5:**
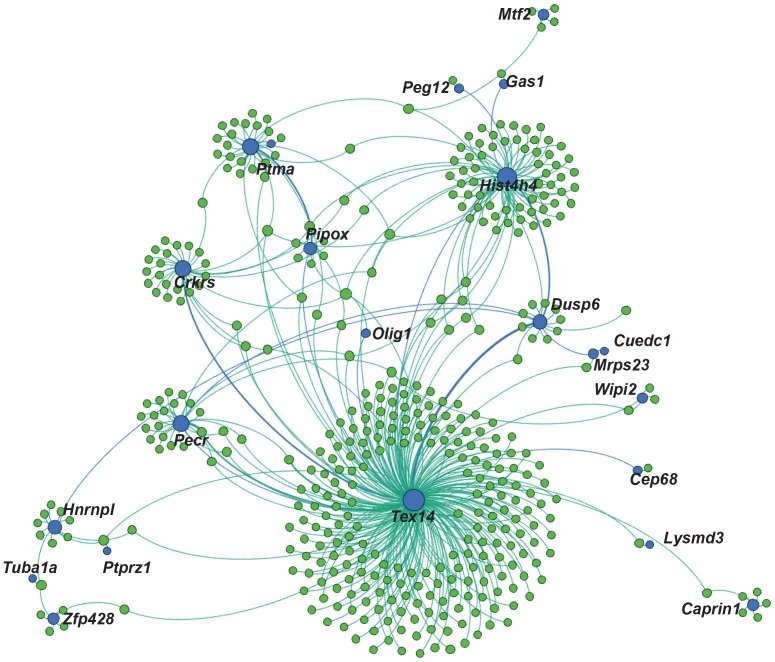
SOX3 is implicated in an interchromosomal regulatory network. Graphical representation of potential long range intra- and interchromosomal interactions as identified by overlap of SOX3 peaks with RNAPII ChIA-PET peaks. Blue circles are sites present in both SOX3 and RNAPII datasets, while green circles are the linked genomic regions present only in the RNAPII dataset. The nearest TSS is labelled for the common binding sites.

## Discussion

This study has identified 8067 regions within the genome of murine NP cells that are associated with SOX3. The majority of the SOX3 binding sites are not located at the proximal promoter of genes but rather are within intronic or intergenic regions, suggesting an extensive regulatory (enhancer-binding) role for SOX3 in NP cells. Interestingly, the most common motif within these peaks was a variation of the standard SOX DNA binding motif that contained a strong preference for a C residue at position 10 (C_10_) instead of a T (T_10_). 

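Read on the strand where the core is TTGT, a site with C at position 10 holds the word GACAAW on the other strand and a site with T there holds AACAAW. GACAAW was present in 2133 common sites and AACAAW in 2935. Relative to the flanking windows, GACAAW was the more enriched, with a ratio of 1.56 against 1.31. In windows of 200 bp around the middle of each site, the ratios were 1.79 and 1.48. YYYYTYTSTCY (Y is C or T, S is C or G), the letters of the SOX motif drawn in Fig. 1C as read by eye, was present in 14.2% of the sites (95% Wilson confidence interval 13.3 to 15.2%) and 13.3% of the flanking windows (12.7 to 14.0%), and in windows of 200 bp in 11.1% (10.3 to 11.9%) and 9.58% (9.05 to 10.1%). With G at position 8, the shares were 7.57% and 4.85%, a ratio of 1.56, and with C there 7.80% and 9.62%, a ratio of 0.811. In windows of 200 bp these shares were 6.30% and 3.24% with G and 5.38% and 7.09% with C. GAGAAW, the counterpart of GACAAW with C at position 8, was less frequent in the sites, with 35.9% against 39.6% of the flanking windows, and 28.4% against 32.1% in windows of 200 bp.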

Significant enrichment for C_10_ was also identified by Bergsland et al. 2011 using an independent SOX3 antibody, although not to the same degree as in our study. Previous structural studies of SOX2 binding to a T_10_-containing binding site indicate that T_10_ makes contact with arginine 5 of the HMG domain as well as the c-terminal tail. However, as residues within these regions are completely conserved throughout SOXB1 members, it remains unclear why SOX3 prefers to bind the C_10_ sequence *in vivo*. Given that partner factors can influence SOXB1 binding site preference [28], it is possible that the strong enrichment for the C_10_ site may reflect SOX3 partner protein usage in NPCs.

### SOX3-POU cooperation

SOX transcription factors cooperate extensively with specific partner factors, including OCT, BRN, or other SOX family members [29]. Co-factor DNA binding is a common developmental mechanism that provides exquisite temporal and spatial expression of target genes [30]. The second most common motif identified from the complete SOX3 ChIP-Seq dataset (within 1998/8067 peaks) was a combined SOX/POU DNA binding motif (Figure 1). Similar enrichment of this motif was also identified in the SOXB1 subset (126/648 peaks; p value <0.0001) [31]. The nucleotides comprising the POU component of the SOX/POU motif show minimal variation, while the nucleotides comprising the SOX motif show greater variability, suggesting the POU-DNA interaction is more sensitive to sequence composition. To assign functional significance to these binding sites it would be useful to delete these binding sites either completely or each of the SOX and POU binding sites separately [32]. This could provide information as to the importance of these linked binding sites indicating whether both factors required or if one is sufficient.

### Many SOX3 binding sites exist within biologically important enhancers

Although the preferential binding of SOX3 in or near many known neurodevelopmental genes is suggestive of a wide-ranging regulatory role in NP cells, it is difficult to identify the functional significance of these sites from binding data alone. To address this, we assessed the evolutionary conservation of each ChIP peak, with the rationale that a highly conserved peak has the potential to be more biologically relevant if selection pressure has maintained sequence conservation throughout evolution. The proposed link between conservation and function is supported by previous studies that have demonstrated that developmental enhancers can be reliably identified solely on sequence conservation [33], [34]. Our data show over 50% of SOX3 peaks are either moderately (36%) or highly (20%) conserved, having PhastCons scores above 0.1 or 0.5, respectively. Amongst the highly conserved peaks we identified the well-characterised intronic *Nestin* enhancer that has been shown previously to bind SOXB1 proteins *in vitro* and drives NP cell expression of reporter genes in the developing CNS [26]. We also identified a SOX3 peak within the second intron of *Dbx1* that had the highest overall conservation score and has been linked to the expression of *Dbx1* in cultured NPCs and the spinal cord of 9.5 dpc *Sox3* null mice [21]. In addition, SOX3 peaks were identified at independently identified *cis* regulatory motifs (CRM) shown to respond to SOXB1 transcription factors including *Olig2, Dbx2* and *Nkx2.2*, although not at the remaining CRMs identified in this study [35]. Further comparison of our data to ChIP-Seq data for the co-activator P300 from mouse 11.5 dpc forebrain and midbrain, identified 457 (19.85%) and 162 (28.88%) common peaks, respectively. Many of these P300 associated regions have been shown to function as CNS enhancers *in vivo* [27]. Interestingly, overlapping SOX3/P300 peaks showed an increased enrichment for high conservation with >32% (forebrain) and >41% (midbrain) of peaks being highly conserved. Overlapping P300 peaks from the limb also showed high conservation, approximately 42%, which is to be expected given P300's high level of association with enhancers. Although only a small percentage of the total number of SOX3 ChIP peaks, this is only data pertaining to one co-activator (P300), it is likely that other peaks feature alternate co-activators or other proteins required for SOX3 to act as a pioneering factor [2]. Taken together, these data suggest that many SOX3 peaks are likely to correspond to important NP enhancers.

Previous ChIP-Seq analysis of SOX3 in a similar population of NP cells also identified extensive binding across the genome (9719 SOX3 binding sites). Comparison to our dataset identifies more than 15,000 unique SOX3 binding sites, 2625 of which are common to both studies. Although both analyses produced a similar number of binding sites individually, the overlap in binding sites between datasets was lower than anticipated. This variability is likely to be caused by use of different NPCs. Although both studies used NPCs that were generated from ES cells by N2B27 induction [20], the Bergsland et al. culture conditions also included bFGF, SHH, and retinoic acid [2]. These additional factors have major roles in CNS patterning and are therefore likely to influence the identity of the overall NP cell population. It has been observed previously the degree of overlap of binding sites between different cell lines can vary, from less than 50% (SRF peaks from 3 different human cell lines [36]) to more than 80% overlap (E2F4 peaks from multiple primary mouse tissues and cell lines [37]). It is also important to note that different SOX3 antibodies were used in the ChIP-seq studies. Although both have been shown to be specific they likely recognise different SOX3 epitopes, potentially introducing variation in the SOX3 binding sites identified.

Given the functional redundancy of SOXB1 proteins, we sought to identify genomic regions bound by SOX3 and SOX2 in NP cells. The 648 common SOXB1 binding sites showed greater enrichment for conserved peaks than any of the datasets alone with approximately 50% having high conservation. Remarkably, two variants of the SOX motif were identified through *de novo* screening of the 648 SOXB1 peaks. The most common motif was found in all 648 peaks with a highly significant E value (4.7e-371). This motif is very similar to the one identified from the complete SOX3 dataset (although there was no nucleotide preference observed at position 10), and essentially identical across positions 6, 7 and 9 which are known to make contact with the HMG domain [4]. The second SOX motif identified was present in 285 peaks (with an E value of 1.5e-23) and was more similar to the SOX3 motif, with an increased nucleotide preference at position 10. GO term analysis indicated that SOXB1 common peaks bind nearest to transcription factors, in particular members of the SOX family (including *Sox1*, *Sox2, Sox4, Sox5, Sox6, Sox9, Sox11*), *Nkx2.1 and Nkx2.2* all with known roles in neural development. The intronic peaks are enriched for genes involved in neural development, including *Fzd3* and *Fzd6* both of which are required for correct ventricle formation in the developing midbrain [38]. Together these data give evidence that SOXB1 binding sites have been highly conserved throughout evolution and potentially regulate genes important for neural development, and also suggests extensive cross regulation of SOX factors consistent with analyses of individual factors [39], [40].

The expression level of most NP genes is not affected by the loss of *Sox3* [21], presumably due to functional redundancy with other SOXB1 members. However, we have previously identified nineteen genes that have altered expression in *Sox3* null NP cells, suggesting that some genes are particularly sensitive to SOX3 loss of function. Here we show that the majority of these genes (68%) are directly bound by SOX3. The high frequency of binding sites in differentially expressed genes appears significant given that SOX3 binding sites on average are found in only 20% of genes genome wide. The mechanism that underpins the sensitivity of these direct targets to the loss of SOX3 alone is currently unclear. Given that the HMG box sequences of the SOXB1 proteins are not identical, one possibility is that the binding sites in these differentially expressed genes have a higher affinity for SOX3 than other SOXB1 proteins. Alternatively, these genes may be sensitive to the overall dosage of SOXB1 protein rather than SOXB1 itself. Additional studies such as SoxB1 gene swap experiments are required to further investigate this issue.

Finally we have identified a number of potential genome wide interactions, linking enhancers and promoters of genes regulated by SOX3. It was observed that an intronic enhancer within *Tex14* could be linked to many other enhancers and promoters, forming a transcriptional hub. These networks may aid in ensuring transcription of specific genes occurs at similar time, potentially allowing for quicker responses. As noted by Zhang et al. 2013 the RNAPII data identifies regions of pre-initiation events; as such not all genes will be actively transcribed. Further to this, it is likely that there are other long-range interactions that do not involve RNAPII. It could be informative to perform a ChIA-PET against SOX3 in NPCs to see what long-range interactions occur independent of RNAPII. It would also be interesting to see whether deleting one of the binding sites that form part of a transcriptional hub, such as *Tex14*, has an effect on the transcription at connected genomic locations.

## Conclusions

In conclusion, we have shown that SOX3 binds extensively to evolutionarily conserved sequence in or near known neurodevelopmental genes that are likely to function as enhancers. Further functional validation within an *in vivo* system is required to assess the functional importance of these data. With the recent emergence of genome editing tools, CRISPR and TALENs, the generation of genetically modified mice has become significantly more streamlined and efficient. This technology will allow for the simple deletion or modification of binding sites in mice to highlight the importance of each binding site providing biological significance.

## Materials and Methods

### NPC generation

Mouse R1 ES cells, as described previously [10], [22], were passaged without feeders in DMEM (Gibco) in the presence of LIF and foetal calf serum. ES cell monolayers were cultured in N2B27 media for 4 days to produce NPCs as described previously [20].

### SOX3 ChIP-seq

NPCs were fixed in 1% formaldehyde for 8 minutes at room temperature, lysed and sonicated (Bioruptor, Diagenode) for 15 minutes in 1-minute pulses on ice. SOX3 bound chromatin was immunoprecipitated by a goat polyclonal antibody raised against human SOX3 (R&D systems, AF2569). DNA was recovered by reversing crosslinks, and purified by PCR clean-up kit (QIAGEN). Three independent DNA libraries were produced with the Illumina TrueSeq library kit as per manufacturer's instructions, and libraries were sequenced on the Illumina HiSeq producing 50 bp single end reads. A control sample (without SOX3 antibody) was run as input for background control. ChIP samples were validated by qPCR (StepOne Plus, Applied Biosystems) using Fast SYBR (Life Technologies). Signals were considered positive when Ct_sample_ (non-enriched region) - Ct_sample_ (peak region) was >2 following normalisation to Ct_IgG_.

### Peak Calling

Bowtie [41] was used to align reads to the mouse genome (mm9). Peaks were called for each biological replicate using MACS [42], with bandwidth of 300, a model fold of 10–30, using input sample as background control, and a p-value threshold of 1e-5. Only peaks present in all 3 biological replicates were retained.

### Gene ontology

Gene ontology was performed using GREAT (http://great.stanford.edu/) for regions associated with SOX3 bound enhancers [43]. Default ‘basal plus’ parameters were used to define gene locus, and the whole genome was used for background regions.

### *De Novo* motif enrichment

MEME (http://meme.sdsc.edu/) was used to identify DNA enriched motifs from SOX3 bound peaks [44]. WebLogo [45] was used to visualise *de novo* motifs generated by MEME-ChIP.

### Published ChIP-Seq data

ChIP-Seq data on SOX2 and SOX3 in NPCs were obtained from GSE33024, P300 data from GSE10516, ChIA-PET data from GSE44067.

### Primers for qPCR

Primers for validating ChIP samples by qPCR are listed in a 5′ to 3′ direction as follows: *Nes* F- GCCCCAGTCAGTCTTCTGAG, R- GCTGGTGACAGACAAAAGCA,

*Cp* F- CTCACACTGTGCTGGGCTAA, R- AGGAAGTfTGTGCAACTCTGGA,

*Ednrd* F- CTAAACAGGCCTCTCGCAAC, R- TTGTCTGGGGACAGCAAAG,

*Enfb3* F- ATGCTCAGCACCTCATTGG, R- GGCACGTGACTGGTGGTAG,

*Fezf2* F- GGTCGTCTTTTCTTCCTGTCC, R- ATCCACAGAACCAGCATCACT,

*Slc44a5* F- CTGCCTGGATGTCAGGATTT, R- CCCACAGTGTTTGTAGGAACG,

*Sox3* F- ATGAGTTTCCGGAATGTTGC, R- CTTCTCACTTCCTGCCCTTG,

*Tagln3* F- CCTCTCCTAGACAGGCCAGA, R- GTGGGGCCTCAGATACAATG,

*Slit1* F- AGACGGACCTGGGAAATTCT, R- CCAGAAAGCAGGATTTGCAT

## Supporting Information

Table S1 **A list of all SOX3 peaks identified by ChIP-seq.** Featuring mm9 coordinates, nearest gene, RefSeq gene ID and distance from centre of peak to nearest transcriptional start site.

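Table S1 is a list of peaks, with the position of each, the nearest gene and the distance from the middle of the peak to the transcription start site of that gene. The copy in hand holds the first 1998 entries, on chromosomes 1, 10, 11 and 12 and part of chromosome 13. Each of them is a peak of replicate 3 that overlaps a peak of replicate 1, with the same start and end and in the same order. There are 8067 such peaks in the deposited lists, of which 5411 (67.1%) overlapped a peak of replicate 2 and 2656 (32.9%) did not. Their median width was 296 bp. Table S1 lists 817, 356, 473 and 337 peaks on chromosomes 1, 10, 11 and 12, where 594, 259, 316 and 228 common sites of all 3 replicates were found. By the distances in the table, 13.5% of the entries in hand lay within 5000 bp of a transcription start site and 7.61% within 1000 bp, with a median distance of 53463 bp.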

(XLSX) Click here for additional data file.

Table S2 **A list of the top 20 GO terms associated with the intergenic, intronic and promoter SOX3 ChIP-seq peaks.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

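SOX3 ChIP-seq was analysed in 3 replicates of NP cells made from R1 embryonic stem cells by 4 days in N2B27. The authors aligned the reads to mm9 with Bowtie, called peaks in each replicate with MACS against the input sample at a p-value threshold of 1e-05, and deposited 1 list of peaks per replicate. As deposited, each score is 10 times the negative log10 of the MACS p-value, computed by the authors against the input, without normalization between replicates. The score depends on the depth of each library, which the lists do not give, so scores were compared within a list, by rank or by percentile. No reads were available, the input was not analysed here, and peaks were not called again. The confidence intervals given are 95% Wilson intervals for shares of sites or windows and cover counting error only.

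Common sites were the stretches covered by at least 1 bp of a peak of each of the 3 replicates. The overlap expected by chance came from 1000 circular shifts of the peaks within each chromosome, with a fixed seed and a one-sided permutation test. Genes and transcription start sites came from the GENCODE vM1 annotation (22367 protein-coding genes) on the NCBIM37 reference, which is the same assembly as mm9. The end of each peak lay within the length of its chromosome in this reference. A site was at a promoter when its middle lay within 2000 bp of the transcription start site of a protein-coding gene, otherwise exonic, intronic or intergenic. Words were counted exactly on both strands in the sites and in windows of the same width 2000 bp to each side, with windows that hold unknown bases left out. The repetition of each peak was measured by counting how often each of its 50-base sequences occurs in the reference on either strand, and a peak was called mostly multi-copy when more than 50% of them occur in more than 1 place. Histone genes near sites were compared with other genes by a two-sided Fisher's exact test, and Table 1 genes with all genes by a one-sided exact binomial test, both chosen after the data were seen. Correlations of scores are across sites, which are not independent replicates, and are given without p-values.

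The sites named in the text are those of Table 1, the sites in Dbx1 and Nes shown in Fig. 2, the sites of Table S1 near Tex14 and 10 other genes drawn by name in Fig. 5 or named in the text (without Wnt3 and the genes of Table 1, which were counted apart), and the 5 common sites with the highest lowest rank and the 5 widest. The words GACAAW, GAGAAW, ATGCWAAT, WTTNWNATGCWAA and YYYYTYTSTCY, the last also split by the base at position 8, were added to ACAAWR and AACAAW after the data were seen, to cover the motifs the paper describes. The genes named as examples for gene ontology terms are among those the paper names. The alternatives tried were a p-value of 1e-10 or less, equal numbers of peaks (the 8096 with the highest scores in each replicate), a reciprocal overlap of 50%, midpoints within 300 bp, each replicate left out in turn, other ways of counting a site, random placement in place of circular shifts, promoters within 1000 and 5000 bp, and windows of 200 bp. The set of replicate 3 peaks that overlap replicate 1 and the sites without multi-copy peaks were added after the data were seen. Conservation scores, gene ontology, de novo motifs, and the comparisons with P300, other SOXB1 and chromatin interaction data need data that were not used here.

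The procedure was tested on simulated data. All 1000 planted common sites were found among 15336 simulated peaks, 20 pairs of independent lists gave a mean ratio of observed to shifted overlap of 1.04, with 0 pairs at a p-value under 0.05, and 40 of 40 planted words were found. The planted peaks overlapped by design, so finding them tested the counting only. The independent lists were placed at random on 3 chromosomes, so the shifts were not tested on peaks that cluster. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9.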

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

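The tests of the SOX/POU word and of ACAAWR in these regions were chosen after the result for AACAAW was seen.

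Of the peaks of replicate 2, 2375 overlapped a peak of replicate 3 and none of replicate 1, where 1000 circular shifts gave a mean of 20.5 and at most 34 (one-sided permutation test, p = 0.001, the smallest value that the shifts can give). The paper does not discuss these peaks as a group. A candidate explanation is that they are background peaks without SOX3 binding. In the 2353 merged regions with peaks of replicates 2 and 3 only, 35.9% of 200 bp windows held AACAAW (95% Wilson confidence interval 34.0 to 37.9%), against 35.3% of the flanking windows (33.9 to 36.6%), so this word was no more frequent there. ACAAWR was more frequent, with 54.2% (52.2 to 56.2%) against 50.5% (49.1 to 51.9%), and so was the SOX/POU word, with 2.29% (1.76 to 2.98%) against 0.277% (0.162 to 0.473%). These values argue against background as the source of all of these peaks. The share of them that is background stays open, and the excess of ACAAWR is smaller than at the common sites, where 72.8% of windows held it against 48.9% of the flanking windows. The share with ACAAWR was close to that of the 30116 merged regions of replicate 3 alone, with 53.7% against 51.4% of their flanking windows. The SOX/POU word was less frequent in those regions, with 0.584% against 0.301%.

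For comparison, 2656 peaks of replicate 3 overlapped replicate 1 and not replicate 2, against a mean of 119 over the shifts. In the 2538 merged regions with peaks of replicates 1 and 3 only, ACAAWR was present in 62.4% of windows (60.5 to 64.2%) and in 47.8% of the flanking windows, which argues against background as the source of all of these as well.

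Overlapping peaks of replicates 2 and 3 began at the same base in 34.5% of pairs. For replicate 1 this share was 0.922% with replicate 2 and 1.63% with replicate 3. The number of overlapping peaks did not follow this order, since 8067 replicate 3 peaks overlapped replicate 1 and 7771 overlapped replicate 2. The list of replicate 1 is longer, however, with 18816 peaks against 8096. With equal numbers of peaks, 72.7% of replicate 3 peaks overlapped replicate 2 and 53.9% overlapped replicate 1. Fixed edges in the genome sequence would place a replicate 1 peak at the same base too, if peak calling set the starts alike in each replicate. Where replicates 2 and 3 began together, 1.08% of overlapping replicate 1 peaks began there (21 of 1953), against 1.80% elsewhere. On that condition, this argues against such edges, but the replicates were called separately and the lists do not show whether the condition holds. Reads shared by replicates 2 and 3 may be a candidate explanation, since 96.3% of replicate 2 peaks overlapped a replicate 3 peak, against 69.4% of the equally many highest-scoring replicate 1 peaks. The peak lists hold no reads, so that sharing could not be observed directly, and libraries that resembled one another for another reason stay open. A difference in depth was not tested, as the depths are unknown. The 3 replicates are of 1 condition, so no biological explanation was tested.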

How the results depend on the processing

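The set of replicate 3 peaks that overlap replicate 1, the sites without multi-copy peaks, the words GACAAW, ATGCWAAT and SOX/POU, and the tests of histone genes and of Table 1 genes were chosen after the results were seen, whereas the other alternatives were set before the data were examined.

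Of the 45 results, 6 have a test, and none of these 6 reversed or lost its threshold under the alternatives run for it. The overlap over chance kept a permutation p = 0.001 for each pair and for all replicates. The alternatives were a stricter threshold, equal numbers of peaks, reciprocal overlap, midpoints within 300 bp and random placement. This p is the smallest value the shifts can give, so it could not show how far the overlap moved. The ratio to the shifts ranged from 153 to 488 for replicates 1 and 2 and from 44.9 to 235 for replicates 1 and 3. It ranged from 95.6 to 420 for replicates 2 and 3 and from 12080 to 159700 for all replicates. The rank correlations of the scores changed by less than the spread between the pairs of replicates, and the smallest was 0.605, for replicates 1 and 3 without replicate 2. The excess of histone genes held in each of its alternatives, with a largest p of 3.076e-22 (Fisher's exact test). Table 1 genes that are the nearest gene of a site kept an excess over all genes, with p from 2.499e-04 to 0.0258 (exact binomial test). The largest p came with peaks of a p-value of 1e-10 or less, where the excess rests on 5 genes.

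With peaks of a p-value of 1e-10 or less, which leaves fewer peaks by construction, there were 2719 common sites, 329, 129, 147 and 111 of them on chromosomes 1, 10, 11 and 12, and 2063 unique nearest genes (9.22%). At that threshold, 38.6% and 57.9% of replicate 1 peaks overlapped replicates 2 and 3, 86.7% and 99.0% of replicate 2 peaks overlapped replicates 1 and 3, and 53.2% and 40.4% of replicate 3 peaks overlapped replicates 1 and 2, and 38.5, 86.4 and 35.2% of the peaks of replicates 1, 2 and 3 lay in common sites. Common sites were at promoters in 15.1% and in introns in 32.0% of cases, 63.5% held AACAAW, 14.8 percentage points above the flanking windows, and 5 sites of Table 1 near 5 genes had a peak in every replicate. For the other words, the share of sites with ACAAWR was 83.8%, with GACAAW 48.4%, with ATGCWAAT 12.7% and with the SOX/POU word 8.42%, and the excess over the flanking windows was 18.2 points for GACAAW, 9.34 points for ATGCWAAT and 8.00 points for the SOX/POU word.

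With equal numbers of peaks per replicate, 54.8% and 54.0% of replicate 1 peaks overlapped replicates 2 and 3, 55.4% and 73.3% of replicate 2 peaks overlapped replicates 1 and 3, and 53.9% and 72.7% of replicate 3 peaks overlapped replicates 1 and 2, and 49.1, 49.4 and 49.0% of the peaks of replicates 1, 2 and 3 lay in common sites. The promoter share was 17.3%, the share with AACAAW 58.7% (an excess of 14.4 points), and a common peak of replicate 3 scored higher than another with a probability of 0.865. There, the share of sites with ACAAWR was 80.0%, with GACAAW 43.6% and with ATGCWAAT 10.9%, and the excess over the flanking windows was 16.1 points for GACAAW. With a reciprocal overlap of 50%, 26.2% and 37.1% of replicate 1 peaks overlapped replicates 2 and 3, 60.9% and 93.7% of replicate 2 peaks overlapped replicates 1 and 3, and 17.2% and 18.7% of replicate 3 peaks overlapped replicates 1 and 2, and 24.9, 57.9 and 11.6% of the peaks of replicates 1, 2 and 3 lay in common sites. The shares of sites were then 17.0% at promoters, 52.3% intergenic and 56.2% with AACAAW, the share of sites with ACAAWR was 77.7%, with GACAAW 41.1%, with ATGCWAAT 11.0% and with the SOX/POU word 7.27%, and the excess over the flanking windows was 8.05 points for ATGCWAAT and 6.84 points for the SOX/POU word. Without multi-copy peaks, 31.6% and 45.7% of replicate 1 peaks overlapped replicates 2 and 3, 77.7% and 97.3% of replicate 2 peaks overlapped replicates 1 and 3, and 23.0% and 19.9% of replicate 3 peaks overlapped replicates 1 and 2, 31.2, 76.7 and 15.6% of the peaks of replicates 1, 2 and 3 lay in common sites, and 58.6% of sites held AACAAW, an excess of 18.1 points. Among these sites, the share of sites with ACAAWR was 81.7%, with GACAAW 42.7% and with the SOX/POU word 7.22%, and the excess over the flanking windows was 24.2 points for ACAAWR, 18.3 points for GACAAW and 6.79 points for the SOX/POU word.

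The replicate 3 peaks that overlap replicate 1 were at promoters in 20.4% and in introns in 28.3% of cases, and 54.4% held AACAAW, 9.44 points above the flanking windows. In this set, the share of sites with GACAAW was 40.0% and with the SOX/POU word 5.59%, and the excess over the flanking windows was 13.0 points for ACAAWR, 11.8 points for GACAAW, 5.99 points for ATGCWAAT and 5.16 points for the SOX/POU word. With promoters within 1000 bp, 15.3% of common sites were at promoters, 31.1% intronic and 52.0% intergenic. Within 5000 bp these shares were 24.5, 26.5 and 47.9%, with 1.10% in exons. In 200 bp windows around the middle of each site, 48.5% held AACAAW, an excess of 15.8 points, and the share of sites with ACAAWR was 72.8%, with GACAAW 33.9% and with ATGCWAAT 8.71%, and the excess over the flanking windows was 23.9 points for ACAAWR. Of the Table S1 entries in hand, 7.61% lay within 1000 bp and 9.36% within 2000 bp of a transcription start site.

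When each replicate was left out in turn, the number of common sites ranged from 5637 to 8269, the highest without replicate 2. The sites on chromosome 11 ranged from 324 to 482 and those on chromosome 12 from 229 to 365. The share of peaks in common sites ranged from 29.5 to 43.1% for replicate 1, from 68.2 to 96.3% for replicate 2 and from 19.2 to 19.9% for replicate 3. The probability that a common peak of replicate 3 scored higher ranged from 0.856 to 0.930, the sites of Table 1 with a peak in each remaining replicate from 11 to 19, the promoter share from 16.2 to 20.7% and the intergenic share from 49.5 to 53.2%. The share of sites with AACAAW ranged from 49.0 to 52.7%, and its excess over the flanking windows from 8.63 to 12.0 points, the lowest excess without replicate 1. For the other words, the ranges were, for the share of sites with ACAAWR from 69.2 to 74.1%, GACAAW from 35.2 to 38.3%, ATGCWAAT from 8.33 to 9.76% and the SOX/POU word from 5.27 to 6.37%, and the excess over the flanking windows from 12.7 to 16.7 points for ACAAWR, from 10.7 to 13.6 points for GACAAW, from 5.41 to 7.08 points for ATGCWAAT and from 4.92 to 5.97 points for the SOX/POU word. Of the 45 results, leaving out 1 replicate moved 3 by more than 1.5 times. Without replicate 2, the sites of Table 1 with a peak in each remaining replicate rose from 11 to 19, the common sites on chromosome 11 from 316 to 482 and those on chromosome 12 from 228 to 347. The value of 19 was fixed in advance, since each site of Table 1 is a replicate 3 peak that overlaps replicate 1. Without replicate 1, the common sites on chromosome 12 numbered 365. The other genes in the comparison with histone genes, which are not counted among the 45, also rose by more than 1.5 times without replicate 2, from 942 to 1591, and the odds ratio fell from 357 to 205. Beyond the fewer peaks or replicates that these alternatives hold by construction, the cause was not tested.

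The depth of the libraries is unknown. The absence of a replicate 2 peak at a site is therefore no evidence that SOX3 was not bound there, since replicate 2 had the shortest list.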

Differences from the paper's values

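The set of replicate 3 peaks that overlap replicate 1, named below, was chosen after the values were seen.

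The share of common sites at promoters was 18.5%, with a promoter of 2000 bp to either side of a transcription start site, against the paper's 11%. Of the alternatives set before the data were examined, a p-value of 1e-10 or less (15.1%), a promoter within 1000 bp (15.3%) and the sites without replicate 1 (16.2%) gave shares within 1.5 times the paper's. Equal numbers of peaks (17.3%), a reciprocal overlap of 50% (17.0%), midpoints within 300 bp (18.0%), a promoter within 5000 bp (24.5%) and the sites without replicate 2 (20.7%) or without replicate 3 (18.7%) did not. By the paper's own distances in the 1998 entries of Table S1 in hand, 9.36% lay within 2000 bp, 7.61% within 1000 bp and 13.5% within 5000 bp of a transcription start site, all within 1.5 times the paper's share. With the transcription start sites of the annotation used here, 20.4% of the 8067 replicate 3 peaks that overlap replicate 1 lay within 2000 bp of one.

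The number of common sites was 5537, against the paper's 8067, a difference of less than 1.5 times. The alternatives set before the data were examined gave from 2719 to 8269 sites, the nearest being 7815 without replicate 1 and 8269 without replicate 2. The peaks of replicate 3 that overlap a peak of replicate 1 number 8067, a set chosen after its values were seen, and the peaks of Table S1 in hand are the first 1998 of these. Of this set, 5411 peaks overlap replicate 2.

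The paper counts 13 genes of Table 1 with a binding site. A site with a peak in each of the 3 replicates was found for 10 of them, and for 13 when replicate 2 was left out. The latter number was fixed in advance, since each site of Table 1 is a replicate 3 peak that overlaps replicate 1. The paper's text places 2 sites of Table 1 at promoters, where the table itself lists 3, and 2 of the 19 sites were at promoters by the annotation used here.

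The paper gives the SOX motif with C at position 10 as the most common one. The corresponding word GACAAW was present in 38.5% of the common sites and AACAAW, with T there, in 53.02%. The ratio to the flanking windows was larger for GACAAW, 1.56 against 1.31.

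The paper names 3 genes for its intronic sites, Shroom3, Wnt3 and Zeb2. Its gene ontology used GREAT, which has its own definition of the locus of a gene. Here each site was given only to its nearest gene, so the counts below do not test the paper's assignment. Of these 3, only Wnt3 was the nearest gene of a common site in an intron, which was an intron of another gene. Among the peaks of replicate 3 that overlap replicate 1, a set chosen after its values were seen, Shroom3 had 1 and Zeb2 had 2 sites in introns. A site near a start counted as a promoter even inside a gene, as at Shroom3 from 93326720 to 93327046. Of the genes examined that the paper names for intergenic sites, Pax6, Wnt8b and Wnt8a had an intergenic common site and Gli3 and Smo had 0. Among the same replicate 3 peaks, Smo had 1 intergenic site and Gli3 had 0.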

Other observations

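The tests of gene density, of small nuclear RNA genes at the highest-scoring sites, and of small nuclear and nucleolar RNA genes in Tex14 were chosen after the results they measure were seen, and the other tests below before.

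Replicate 3 had 27.2, 28.5 and 31.6 peaks per Mb on chromosomes 1, 8 and 19, against 13.5 on the other autosomes. The ratio of the 3 chromosomes combined to the other autosomes was 2.10 in replicate 3, 1.69 in replicate 2 and 1.34 in replicate 1. Gene density is argued against as the source of the combined excess, since these chromosomes had 0.884 times the genes per Mb of the other autosomes. Chromosomes 1 and 8 had 6.28 and 8.21 genes per Mb, but chromosome 19 had 11.8, against 8.82 on the other autosomes. Only chromosomes 7 and 11 had more genes per Mb than chromosome 19, with 13.58 and 13.57. They had 14.7 and 15.1 replicate 3 peaks per Mb, against 31.6 on chromosome 19. In replicate 1 they had 7.11 and 9.64 against 11.6, and in replicate 2 they had 2.69 and 3.55 against 5.77. These values argue against gene density as the only source of the excess on chromosome 19, and whether it adds to it stays open. A few amplified or repeated segments are argued against in replicate 3, where 36 of 36 windows of 10 Mb lay above the median window of the other autosomes. Replicates 1 and 2 were not examined by window. Extra copies of these chromosomes in the ChIP cells but not in the input could raise the number of low-scoring peaks most. In replicate 3, the ratio was 2.17 for scores under 100 and 1.60 for scores of 200 or more, but in replicate 2 it was 1.67 and 1.72 and in replicate 1 it was 1.23 and 1.45, with 1.58 for scores from 100 to 200. By chromosome, the ratio in replicate 2 fell from 1.80 to 1.57 on chromosome 8 and from 2.05 to 1.55 on chromosome 19 but rose from 1.47 to 1.88 on chromosome 1, and in replicate 1 it rose on each of the 3, from 1.04 to 1.40, from 1.37 to 1.41 and from 1.51 to 1.70 on chromosomes 1, 8 and 19. The direction thus differed between replicates and, in replicate 2, between chromosomes. The number of copies was not measured, and extra copies cannot be told apart from other sources. More SOX3 binding on these chromosomes cannot be told apart either. Of the replicate 3 peaks under a score of 100, 35.3% held AACAAW on these chromosomes and 36.9% elsewhere, with 34.2% and 35.5% in the flanking windows, so that low-scoring peaks differed little from their flanks in both places. No read counts for the input sample were available to test copy number directly.

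The 5 common sites with the highest lowest rank across the replicates were at 39979938 to 39985778 on chromosome 17, 55811126 to 55812161 and 55838743 to 55839778 on chromosome 12, 135294113 to 135294696 on chromosome 1, in an intron of Sox13, and 11515199 to 11515897 on chromosome 2, in an intron of Rbm17. Both sites on chromosome 12 contain a U1 snRNA gene. The 5 widest common sites were at 3039434 to 3048913 on chromosome 11 (9480 bp), at the same place on chromosome 17 (5841 bp), at 24618371 to 24623027 on chromosome 1 (4657 bp), at 19761558 to 19764595 on chromosome 8 (3038 bp) and at 146737514 to 146740529 on chromosome 4 (3016 bp). Reads from repeated sequence may account for many of the wide sites, since 39 of the 50 widest common sites were mostly multi-copy, against 16.0% of all common sites. The replicate 3 peaks at the 2 widest sites, on chromosomes 11 and 17, were multi-copy in 3.47% and 9.38% of their 50-base sequences. Only copies in the reference are counted, so these low shares cannot decide whether reads from repeated sequence account for these 2 sites. Of the 50 sites with the highest lowest rank, 17 were mostly multi-copy. Mitochondrial sequence made up most of 2 common sites. Small nuclear RNA genes may account for part of the highest-scoring sites, since 23 of the 50 sites with the highest lowest rank contain an annotated snRNA gene, against 49 of all 5537 common sites. AACAAW was present in 200 bp windows of 22.0% of the 50 widest sites (95% Wilson confidence interval 12.8 to 35.2%), 44.0% of the 50 sites with the highest lowest rank (31.2 to 57.7%) and 48.5% of all common sites, so that the lower share was seen for the widest sites and not for those with the highest lowest rank. Whether SOX3 binds at these genes was not tested, and the design gives no biological explanation to weigh.

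Of the 6 sites in Tex14, 3 were mostly multi-copy by their replicate 3 peaks, so reads from repeated sequence as the source of the pattern cannot be told apart from signal that arises in place. The count depends on the replicate. At the site from 87261864, for example, the multi-copy share was 48.0, 52.2 and 48.3% in replicates 1, 2 and 3. Small nuclear RNA genes lie in 2 of the 6 sites, too few to decide. Taken as small nuclear or nucleolar RNA genes, an annotated gene lies in 6 of 6 sites, against 57 of the 5537 common sites, so such genes are a candidate explanation of the high scores there. Whether the scores come from SOX3 or from open chromatin at small RNA genes was not tested. Exactly 1 AACAAW word was present in 1 of the 6 sites, from 87256377 to 87257322.

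The positions of the cis-regulatory modules of Olig2, Dbx2 and Nkx2-2 are not given in the paper. The common site closest to a transcription start site of Olig2 was 28565 bp away, that of Dbx2 443045 bp and that of Nkx2-2 1935 bp.

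The qPCR primers were placed in the reference genome, where each of the 9 pairs had 1 match. The reverse primer for Cp is printed in the paper with a lower-case letter that is not a base, and it was matched with that letter left out. The products for Nes and Tagln3 lay in peaks of each of the 3 replicates, and that for Ednrb in peaks of replicates 1 and 3. The products for Fezf2 and Slc44a5 lay in a peak of replicate 1 only. Those for Cp, Efnb3, Sox3 and Slit1 lay in no peak of any replicate. For these 4 products, the nearest peak was one of replicate 3, at 2664, 8477, 39786 and 41362 bp. The product for Slit1 lay at the promoter of Lcor, on the same chromosome as Slit1. The qPCR values come from independently generated samples and were not analysed here.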
